# A Novel Small Compound SH-2251 Suppresses Th2 Cell-Dependent Airway Inflammation through Selective Modulation of Chromatin Status at the *Il5* Gene Locus

**DOI:** 10.1371/journal.pone.0061785

**Published:** 2013-04-16

**Authors:** Junpei Suzuki, Makoto Kuwahara, Soichi Tofukuji, Masashi Imamura, Fuminori Kato, Toshinori Nakayama, Osamu Ohara, Masakatsu Yamashita

## Abstract

IL-5 is a key cytokine that plays an important role in the development of pathological conditions in allergic inflammation. Identifying strategies to inhibit IL-5 production is important in order to establish new therapies for treating allergic inflammation. We found that SH-2251, a novel thioamide-related small compound, selectively inhibits the differentiation of IL-5-producing Th2 cells. SH-2251 inhibited the induction of active histone marks at the *Il5* gene locus during Th2 cell differentiation. The recruitment of RNA polymerase II, and following expression of the Th2 cell-specific intergenic transcripts around the *Il5* gene locus was also inhibited. Furthermore, Th2 cell-dependent airway inflammation in mice was suppressed by the oral administration of SH-2251. Gfi1, a transcriptional repressor, was identified as a downstream target molecule of SH-2251 using a DNA microarray analysis. The Gfi1 expression dramatically decreased in SH-2251-treated Th2 cells, and the SH-2251-mediated inhibition of IL-5-producing Th2 cell differentiation was restored by transduction of *Gfi1*. Therefore, our study unearthed SH-2251 as a novel therapeutic candidate for allergic inflammation that selectively inhibits active histone marks at the *Il5* gene locus.

## Introduction

Asthma is a complex chronic inflammatory disease characterized by airway inflammation and hyperresponsiveness obstruction that affects approximately 300 million individuals worldwide [1]. A large number of clinical studies and animal experimental models support a central role of antigen-specific Th2 cells in the pathological responses of atopic asthma [2], [3]. In particular, antigen-specific effector and memory Th2 cells appear to play an important role in initiating allergic inflammatory status in the early stage of atopic asthma. Although eliminating Th2 cells and/or inhibiting Th2 cell functions at the early stage of atopic asthma may lead to complete remission, strategies for modulating Th2 cell numbers and/or functions have not been established.

IL-5 is a hematopoietic cytokine that exerts important effects on eosinophils and basophils. IL-5 induces differentiation and maturation of eosinophils in bone marrow, migration to tissue sites and prevention of eosinophil apoptosis [4] [5]. IL-5 also plays a role in the development, metabolism, and function of basophils [6]. Eosinophilic inflammation is a hallmark of asthma that correlates with bronchial hyperresponsiveness and disease severity. In an asthma model, IL-5-deficient mice did not display eosinophilia, airway hyperreactivity or pulmonary injury, in contrast to that observed in control mice [7]. Treatment of mice with anti-IL-5 mAb also results in decreases in eosinophilic inflammation that are associated with reduced reactivity of methacholine. Therefore, IL-5 is a therapeutic target for allergic inflammation as well as hypereosinophilic syndrome.

Th2 cells produce IL-4, IL-5 and IL-13, and have been shown to play a crucial role in IgE production and eosinophil recruitment. Th2 cells are involved in clearance of extracellular parasites and also promote pathogenic responses associated with allergic inflammation. In peripheral CD4 T cells, IL-4-mediated activation of the transcription factor STAT6 induces the expression of *Gata3* mRNA, which drives Th2 cell differentiation [8]. GATA-3 binds to various regulatory regions on the Th2 cytokine gene loci and induces chromatin remodeling [9], [10], [11]. In addition, GATA-3 binds to the *Il5* promoter and acts as a transcriptional factor for IL-5 [12].

In addition to Th2 cells, a large number of cell types produce IL-5, including eosinophils [5] [4], natural killer (NK)T cells [13], nuocytes [14], natural helper (NH) cells [15] and IL-5-producing innate cells [16]. Recently, the IL-33-induced production of IL-5 from innate cells was reported. IL-33-mediated production of IL-5 plays critical roles in lung eosinophil regulation [16], lung inflammation [17] and protease allergen-induced airway inflammation [18]. In addition, the IL-33/IL-5 signaling pathway plays a crucial role in the disease pathogenesis of severe asthma that is resistant to high doses of inhaled corticosteroids but responsive to systemic corticosteroids and anti-IL-5 therapy [19].

Gfi1 is a DNA binding transcriptional repressor that plays important roles in several hematopoietic cells [20]. Gfi1 exerts its role as a transcriptional repressor by interacting with a number of histone modification enzyme including LSD-1/CoRest, G9a and HDACs [21], [22], [23]. It is well established that Gfi1 regulates the development of Th cell subsets. Zu et al. demonstrated that Gfi1 regulates Th2 cell expansion via enhancement of Stat5 activity [24]. However, the forced expression of constitutively active Stat5 fails to restore Th2 cell development in *Gfi1*-dificient CD4 T cells, possibly because Gfi1 might also play additional roles in Th2 cell development that are independent of Stat5. We previously reported that the expression level of Gata3 proteins and generation of IL-5-producing Th2 cells are severely impaired in *Gfi1*-deficient CD4 T cells [25]. The transduction of Gata3 into *Gfi1*-deficient Th2 cells partially restores the development of IL-5-producing Th2 cells, thus indicating that Gfi1 controls IL-5-producing Th2 cell generation in part through regulation of the Gata3 protein expression.

SH-2251, a thioamide-related compound, was originally synthesized as an inhibitor of IL-5 production. However, the molecular mechanisms by which SH-2251 inhibits IL-5 production and the effects of SH-2251 on Th2 cell differentiation remain to be elucidated. We herein investigated the effects of SH-2251 on Th2 cell differentiation and demonstrated that SH-2251 negatively regulates IL-5-producing Th2 cell differentiation and chromatin remodeling at the *Il5* gene locus. Furthermore, we demonstrated that Th2 cell-dependent allergic airway inflammation is suppressed by oral administration of SH-2251. A DNA microarray analysis revealed that SH-2251 inhibits the differentiation of IL-5-producing Th2 cells via repression of the Gfi1 expression. Therefore, SH-2251 belongs to a unique class of inhibitors of Th2-dependent immune responses that modulate chromatin remodeling at the *Il5* gene locus and the subsequent the differentiation of IL-5 producing Th2 cells.

## Results

### SH-2251 selectively inhibits the generation of IL-5-producing Th2 cells

SH-2251 (**Fig. 1A**), a novel thioamide-related compound, was originally synthesized as an inhibitor of IL-5 production. However, the effects of SH-2251 on Th2 cell differentiation were not determined. To assess the effects of SH-2251 on Th2 cell differentiation, naïve CD4 T cells were purified and cultured under Th2-conditions in the presence or absence of SH-2251 for five days, and the ability to produce Th2 cytokines was determined using intracellular staining. As shown in **Fig. 1B**, the generation of IL-5-producing Th2 cells decreased in the SH-2251-treated cultures, whereas the number of IL-4- and IL-13-producing cells slightly increased. The selective reduction of IL-5 production was also confirmed on ELISA (**Fig. 1C**). The generation of IFN-γ-producing Th1 cells and IL-17A-producing Th17 cells was moderately decreased, while development of IL-9-producing Th9 cells was augmented by treatment with SH-2251 (**Fig. S1A–C in File S1**). To determine the optimal concentration for inhibition of IL-5-producing Th2 cell differentiation, naïve CD4 T cells were cultured under Th2-conditions in the presence of the indicated concentrations of SH-2251. Inhibitory effects were observed at the 10 nM concentration of SH-2251 and peaked at 100 nM (**Fig. 1D**). Dose-dependent effects of SH-2251 on the inhibition of IL-5 induction were also confirmed using ELISA (**Fig. 1E**). The production of IL-4 and IL-13 was not impaired (**Fig. 1E**). These results indicate that SH-2251 inhibits IL-5-producing Th2 cell differentiation without inhibiting the generation of IL-4- or IL-13-producing Th2 cells.

**Figure 1:**
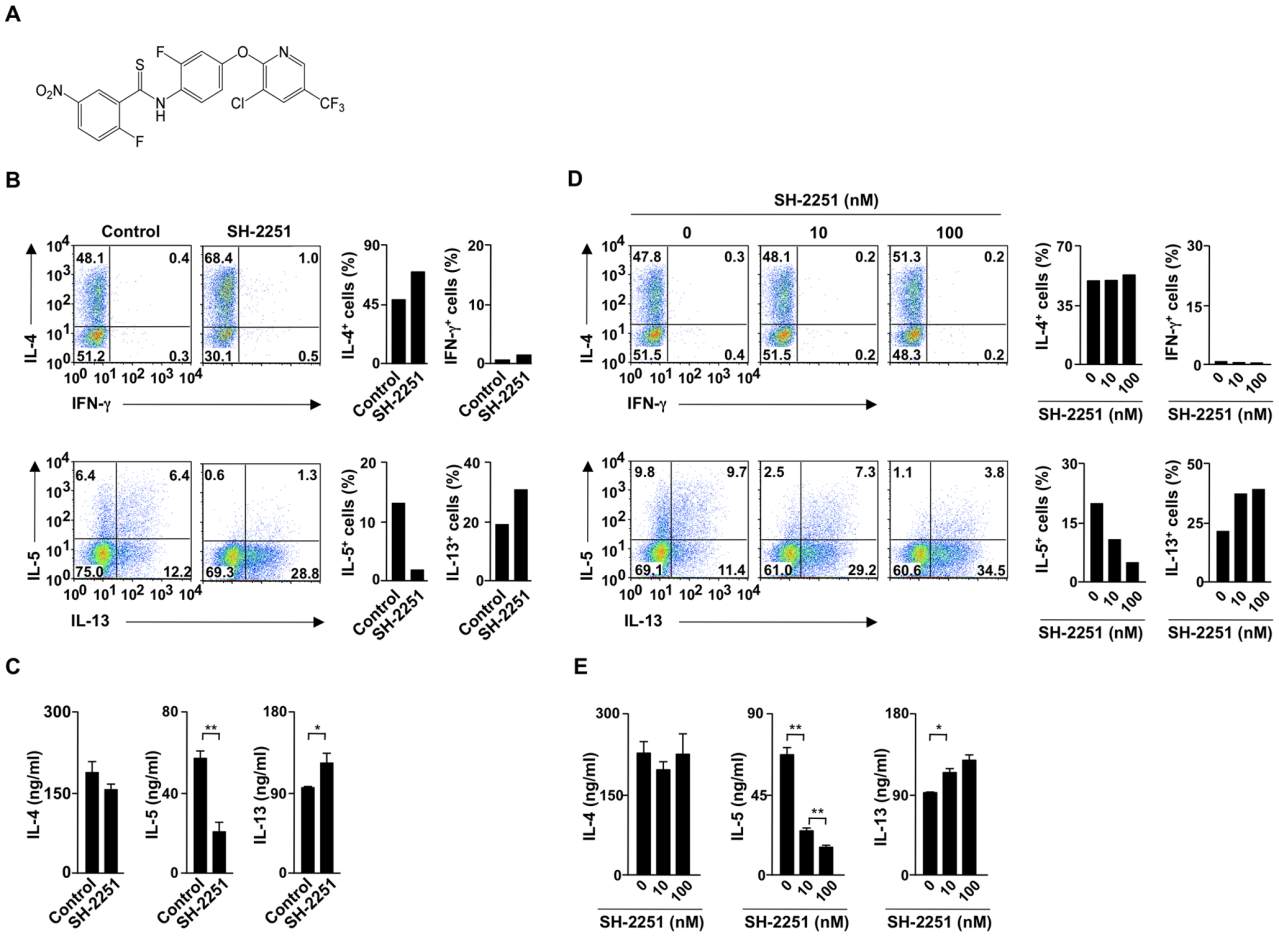
SH-2251 inhibits the generation of IL-5-producing Th2 cells. **(A)**, The chemical structure of SH-2251. **(B)**, Naïve CD4 T cells were cultured under Th2-conditions in the presence or absence of SH-2251 (100 nM) for five days. The cells were restimulated with an immobilized anti-TCR-β mAb for six hours, and the intracellular staining profiles of IL-4/IFN-γ (upper panel) and IL-5/IL-13 (lower panel) were determined using intracellular staining, respectively. The percentages of each quadrant are indicated. The average percentages of the generated cytokine-producing cells of three independent experiments are also shown with the standard deviation (right). **(C)**, Cytokine production induced by the SH-2251-treated Th2 cells shown in panel (B) was determined with ELISA. **(D)**, Naïve CD4 T cells were cultured under Th2-conditions in the presence of the indicated concentrations of SH-2251 for five days. The intracellular profiles were determined as described (B). The average percentage of three independent experiments of the generated cytokine-producing cells are also shown with the standard deviation **(E)**, Cytokine production by the SH-2251-treated Th2 cells shown in panel (D) was determined with ELISA. *P<0.05 and **P<0.01 (Student's *t*-test). Three independent experiments (C and E) were performed with similar results.

### SH-2251 selectively inhibits induction of active histone modifications at the *Il5* gene locus during Th2 cell differentiation

Changes in histone modification are a marker of chromatin remodeling [26], [27]. During Th2 cell differentiation, active histone modifications including histones H3K4me2/3, H3K9ac and H3K27ac, are induced at Th2 cytokine gene loci [9] [11]. We examined the effect of SH-2251 on the induction of active histone modifications during Th2 cell differentiation. As shown in **Fig. 2A**, the levels of active histone modifications such as those of H3K4me3, H3K9ac and H3K27ac at the *Il5* promoter were reduced by treatment with SH-2251 in a dose-dependent manner. The levels of H3K9ac and H3K27ac, but not H3K4me3, at the Rad50 promoter decreased (**Fig. 2A**). In sharp contrast, the active histone modifications at the *Il4* and *Il13* promoters were unaffected by SH-2251 treatment (**Fig. 2A**). To confirm the selective effects of SH-2251 on the levels of active histone modifications around the *Il5* gene locus, we performed ChIP-sequencing with anti-histone H3K4me3 pAb and H3K27ac pAb. Decreased levels of H3K4me3 and H3K27ac were detected from the 5′ region of the *Rad50* gene to the *Il5* gene, while reduced levels were spread over the down stream region of the *Il5* gene locus in the SH2251-treated Th2 cells (**Fig. 2B** **and Fig. S2 in File S1**). Reduction in the levels of H3K4me3 and H3K27ac around the *Il5* gene locus in the SH-2251-treated Th2 cells were confirmed using a manual ChIP analysis (**Fig. 2C**). Changes in other histone modifications, including H3K4me2, H3K9me2, H3K36me3 and H3K9ac, around the *Il5* gene locus were also determined with a manual ChIP analysis. The levels of active histone marks such as those of H3K4me2, H3K36me3 and H3K9ac around the *Il5* gene locus were decreased in the SH-2251-treated Th2 cells (**Fig. 2C**). The level of H3K9me2 was not affected by treatment with SH-2251 (**Fig. 2C**). No obvious signals were detected with an anti-H3K27me3 pAb (data not shown). Finally, we assessed the effects of SH-2251 treatment on the recruitment of RNA polymerase II (PolII) and subsequent intergenic transcription around the *Il5* gene locus. SH-2251 reduced the recruitment of polII (**Fig. 2D** **upper panel**) and the level of transcription (**Fig. 2D** **lower panel**) in the Th2 cells. These results suggest that SH-2251 blocks the generation of IL-5-producing Th2 cells, presumably by inhibiting chromatin remodeling at the *Il5* gene locus.

**Figure 2:**
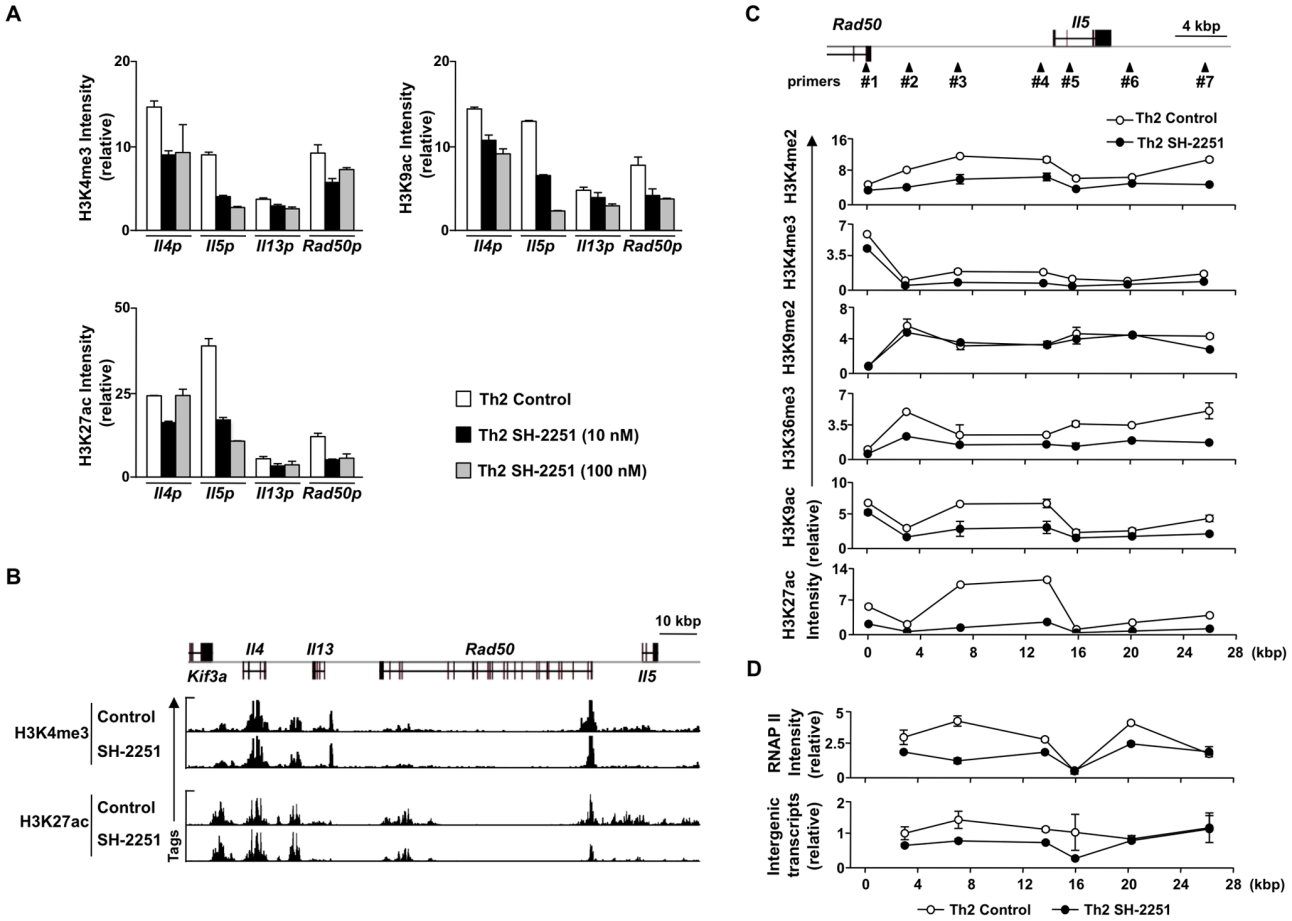
The induction of active histone marks at the *Il5* gene locus is inhibited by SH-2251. **(A)**, Naïve CD4 T cells were cultured under Th2-conditions for five days in the presence of the indicated concentration of SH-2251, and a ChIP assay was performed with the indicated antibodies. The relative intensity (/Input) is shown with the standard deviation. **(B)**, The global patterns of histones H3K4me3 and H3K27ac at the Th2 cytokine gene loci were determined using ChIP-sequencing. **(C)**, The indicated histone modification status around the *Il5* gene locus in the SH-2251-treated Th2 cells was determined using a manual ChIP assay. The relative intensity (/Input) is shown with the standard deviation. **(D)**, Recruitment of RNA polymerase II around the *Il5* gene locus (upper panel) was determined using a manual ChIP assay. The relative intensity (/Input) is shown with the standard deviation. The transcripts around the *Il5* gene in the SH-2251-treated Th2 cells (lower panel) were determined using quantitative RT-PCR. The relative intensity (/*Hprt*) is shown with the standard deviation. Four independent experiments (A, C and D) were performed with similar results.

### Th2-dependent airway inflammation is attenuated by the administration of SH-2251

We next investigated the effects of the oral administration of SH-2251 (10 mg/kg) in mice model of airway inflammation. BALB/c mice were immunized with OVA absorbed by alum, then challenged with OVA intranasally. We observed decreases in the infiltration of inflammatory cells, including eosinophils, in the bronchoalveolar lavage (BAL) fluid of the OVA-immunized SH-2251-treated mice in comparison to that observed in the vehicle-administrated control group (**Fig. 3A**). The expressions of *Il4*, *Il5* and *Il13* mRNA in the BAL fluid cells were also very low, whereas the reduction of *Ifnγ* was marginal in the SH-2251-administered group (**Fig. 3B**). A reduced expression of *eosinophil peroxidase* (*Epo*) mRNA in the BAL fluid cells of the SH-2251-administered mice supported decreased infiltration of eosinophils (**Fig. S3A in File S1**). We prepared CD4 T cells from the lungs of OVA-challenged mice to confirm the effects of SH-2251 administration. The expressions of mRNA for Th2 cytokines in the CD4 T cells purified from the lung tissue were reduced in the SH-2251-treated mice (**Fig. 3C**). The purified CD4 T cells were further stimulated with immobilized anti-TCR-β mAb for 48 hours *in vitro*, and the production of cytokines was determined using ELISA. The level of IL-5 production was low in the CD4 T cells obtained from the SH-2251-administered mice in comparison to that observed in the CD4 T cells obtained from the vehicle-treated mice (**Fig. 3D**). In addition, the productions of IL-4 and IL-13 were also significantly decreased in the lung CD4 T cells obtained from the SH-2251-treated mice, whereas the IFN-γ production was increased (**Fig. 3D**). The number of mononuclear cells infiltrating the peribronchiolar regions of the lungs was reduced by SH-2251 administration (**Fig. 3E**). Both mucus hyper-production and goblet cell metaplasia, as assessed with PAS staining, were lower in the bronchioles of the SH-2251-administrered mice compared to that observed in bronchioles of the vehicle-treated control mice (**Fig. 3F**). The serum levels of anti-OVA immunoglobulin were unaffected by the administration of SH-2251 (**Fig. S3B in File S1**). These results indicate that the oral administration of SH-2251 can suppress Th2 cell-mediated allergic airway inflammation.

**Figure 3:**
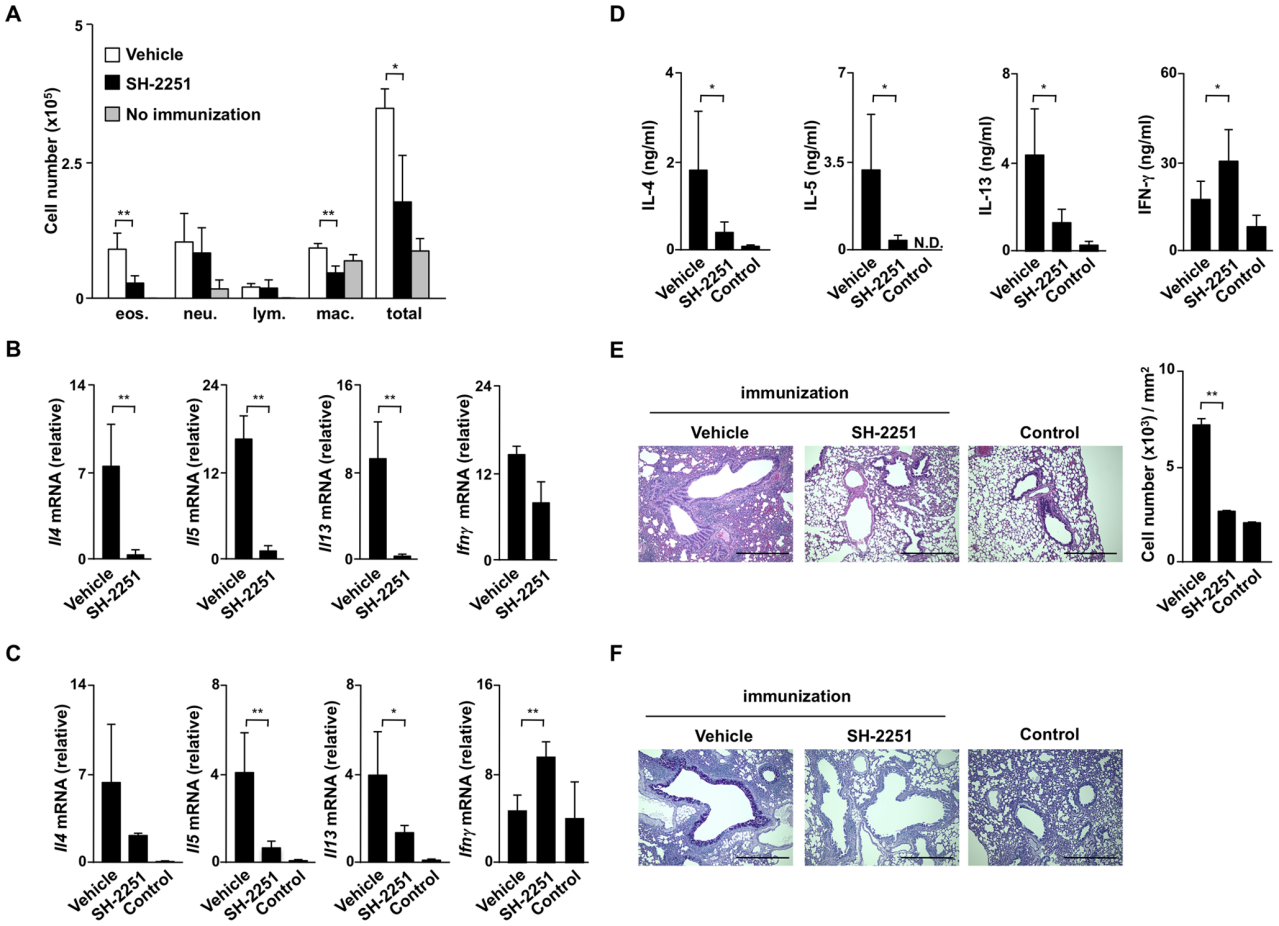
OVA-induced airway inflammation is attenuated by oral administration of SH-2251. **(A)**, Decreased infiltration of eosinophils in the BAL fluid of asthmatic SH-2251-administered mice. The absolute numbers of eosinophils (Eos.), neutrophils (Neu.), lymphocytes (Lym.) and macrophages (Mac.) in the BAL fluid are shown with standard deviations (n = 5 per group). *P<0.01 and **P<0.001 by ANOVA and the Bonferroni-test. (B), Quantitative RT-PCR of *Il4*, *Il5* and *Il13* mRNA in the BAL fluid cells of vehicle and SH-2251-administered mice. (C), Quantitative RT-PCR of *Il4*, *Il5*, *Il13* and *Ifnγ* mRNA in the lung CD4 T cells of vehicle and SH-2251-administered mice. (n = 5 per group). (D), Cytokine production from lung CD4 T cells of vehicle and SH-2251-administered mice stimulated *in vitro*. The lung CD4 T cells were stimulated with immobilized anti-TCR-β mAb for 48 hours and the concentrations of cytokines in the culture supernatants were determined using ELISA. The lungs were fixed and stained with hematoxylin and eosin (E, left) or periodic acid-Schiff reagent (F). The scale bars represent 500 µm. The numbers of infiltrated leukocytes in the peribronchiolar regions are shown (mean cell numbers/mm^2^) (E, right). Three independent experiments were performed with similar results. Student's *t*-test was used for the statistical analyses. *P<0.05 and **P<0.01 (B, C, D and E)

### The expression and functions of Gata3 are not influenced by SH-2251 treatment

Gata3 plays an essential role in the induction of chromatin remodeling at the Th2 cytokine gene locus following Th2 cell differentiation [9] [10] [11]. In addition, Gata3 induces the transcriptional activation of the *Il5* gene [12]. In this study, treatment with SH-2251 showed no effects on the Gata3 mRNA (**Fig. 4A**) or protein (**Fig. 4B**) expressions in the Th2 cells. Next, we wanted to determine the effects of SH-2251 on binding of Gata3 at the Th2 cytokine gene locus. The binding of Gata3 throughout the Th2 cytokine gene locus was determined comprehensively using ChIP-sequencing with an anti-Gata3 pAb. Gata3 has been reported to bind to the V_A_ enhancer [28], *Il4* intron2 [29], CGRE [30], Th2 LCR [31], [32] and *Il5* promoter regions [33] in Th2 cells. The binding of Gata3 at these regions was confirmed with ChIP-sequencing (**Fig. 4C** **upper panel**). In addition, we newly identified several Gata3 binding genomic regions around the *Il5* gene locus (**Fig 4C** **lower panel**: #1∼#7). The binding of Gata3 at these regions in the Th2 cells was not inhibited by SH-2251 treatment (**Fig. 4D**). Finally, we examined whether SH-2251 can inhibit the Gata3-induced transcriptional activation of the *Il5* promoter using a reporter gene analysis. As indicated in **Fig. 4E**, SH-2251 showed only marginal effects on the Gata3-dependent activation of the *Il5* promoter. These data suggest that Gata3 is unlikely to be a target of SH-2251 in the inhibition of IL-5-producing Th2 cell development.

**Figure 4:**
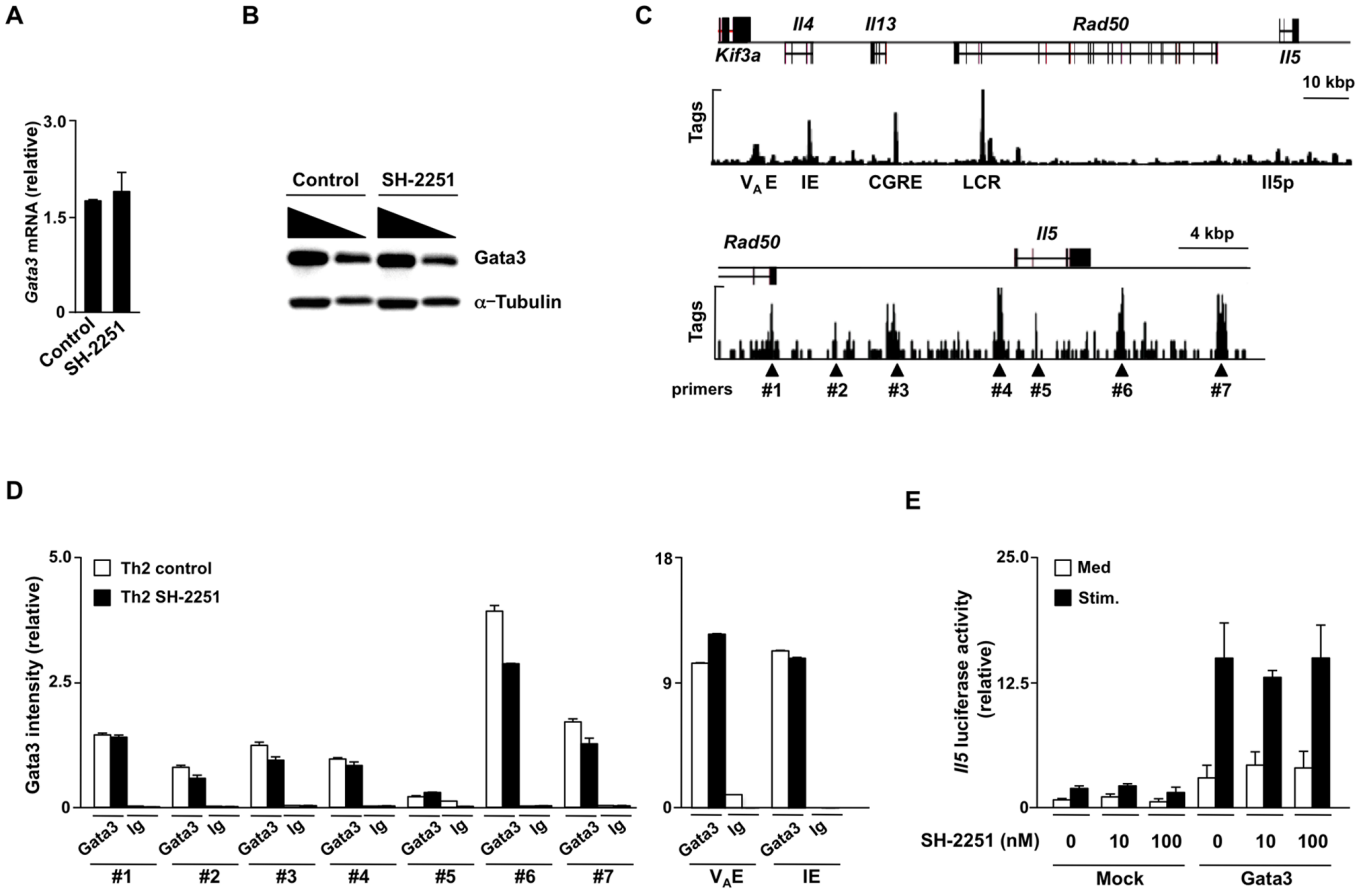
The expression and functions of Gata3 are not impaired by treatment with SH-2251. **(A)**, The mRNA expression of Gata3 in the SH-2251-trearted Th2 cells was determined using quantitative RT-PCR. The relative intensity (/*Hprt*) is shown with the standard deviation. **(B)**, The protein expression level of Gata3 was determined with immunoblotting. The nuclear (Gata3) and cytoplasmic (α-Tubulin) lysates with a three fold serial dilution were used. Three independent experiments (A and B) were performed with similar results. **(C)**, The global patterns of Gata3 binding at the Th2 cytokine gene loci (upper panel) and the *Il5* gene locus (lower panel) were determined using ChIP-sequencing with an anti-Gata3 pAb. The locations of PCR primer pairs (triangle) used in a manual ChIP assay are also listed. **(D)**, The binding of Gata3 around the *Il5* gene locus (left) panel and the V_A_ enhancer (V_A_ E) and intronic enhancer (IE) regions of the *Il4* gene locus (right panel) in the SH-2251-treated Th2 cells was determined using a manual ChIP assay. The relative intensity (/Input) is shown with the standard deviation. Three independent experiments were performed with similar results. **(E)**, The effects of SH-2251 on the Gata3-dependent transcriptional activation of the *Il5* promoter were determined using a Dual luciferase assay. The mean and standard deviation of the relative luciferase activity of three different experiments are shown. Stim: PMA (30 ng/ml)+dbcAMP (100 µM). Four independent experiments (A, B, D and E) were performed with similar results.

### A decreased expression of Gfi1 is involved in the SH-2251-mediated inhibition of IL-5-producing Th2 cell generation

We conducted a DNA microarray analysis to identify the target gene(s) that are involved in the SH-2251-mediated inhibition of IL-5-producing Th2 cell generation. 

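RNA from 4 conditions was hybridised, with 1 array for each: Th2 cells cultured with or without SH-2251 (control), each either resting or restimulated for 4 h. The cells were cultured for 2 days and then for a further 3 days. The paper gives a dose of 100 nM unless another is mentioned, whereas the sample labels give 1 µM for the first phase and 1 mM for the second phase. The arrays carry 41174 probes, each measuring 1 transcript by the brightness of a single dye (Cy3), and all 4 were on 1 slide and read in 1 scan. With a single array per condition the differences have no replicate check, no test was made, and the number of arrays limits the precision.
The authors deposited the scanner software's intensities, already corrected for background, which were transformed to log2 here, and the 75th percentile over the probes of each array was subtracted. That percentile corresponds to 561 intensity units on the resting control array, 614 on the resting SH-2251 array, 499 on the restimulated control array and 583 on the restimulated SH-2251 array. Between 56.0% and 56.7% of the probes were well above background on each array. A gene was represented by its probe with the highest mean signal, and a probe that was not well above background on 1 array of a pair was given only a bound, set by the dimmest signal that was well above background. The technical SD given beside a difference comes from the scanner software's error estimate and covers error within the arrays only. Its median over genes was 0.204 on the log2 scale for either pair of arrays.
Of 12683 genes compared in the resting cells, 368 were at least 2-fold lower and 282 at least 2-fold higher with SH-2251. In the restimulated cells 351 of 12622 genes were at least 2-fold lower and 334 at least 2-fold higher. Simulated pairs that differed by the technical error alone gave a mean of 6.50 such genes in the resting and 6.40 in the restimulated comparison. Use of neither a filter nor a bound gave 798 lower and 623 higher genes in the resting and 950 lower and 678 higher genes in the restimulated cells. A model-based background correction (normexp) gave 162 lower and 694 higher genes in the resting and 161 lower and 149 higher genes in the restimulated cells. Its fit was distorted on the resting SH-2251 array, where 4 spots lay below their local background. A refit left out 12 spots of uneven background on that array, so the 4 spots alone were not tested as the cause.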

We found that the expression of *Gfi1* mRNA was dramatically decreased in the SH-2251-treated Th2 cells (**Fig. 5A**). 

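Gfi1 was measured by 1 probe (NM_010278), which was well above background on all 4 arrays. Its log2 signal, relative to the 75th percentile of the array, was 3.38 in the resting control cells and -2.01 in the resting SH-2251-treated cells. The difference of -5.39 (technical SD 0.210) was the largest decrease among the 11874 genes measured on both resting arrays, and left 2.38% of the control signal. It ranked 2 under normexp, behind Tgm2, and 2 with neither filter nor bound, behind Muc13, which was not well above background with SH-2251. In the restimulated cells the log2 signal was 4.24 in the control and 1.75 with SH-2251. This difference of -2.49 (technical SD 0.204) ranked 24 among the decreases of 11812 genes (11 under normexp and 114 with neither filter nor bound), and 17.7% of the control signal was left. Restimulation raised the Gfi1 signal 1.81-fold in the control cells and 13.5-fold in the SH-2251-treated cells. The processing that moved the resting difference most was normexp, under which it was -4.32.
Il5, the cytokine gene under study, had a difference of -3.86 (technical SD 0.221) in the resting and -3.01 (technical SD 0.204) in the restimulated cells. Over the alternative ways of processing, Il5 lay between -3.86 and -2.33 in the resting and between -3.01 and -2.92 in the restimulated cells. Across the 11518 genes measured on all 4 arrays, the differences in the resting and the restimulated cells had a Pearson's r of 0.771 and a Spearman's rho of 0.686. Genes are not independent replicates, and these values describe the 4 arrays only. The paper's own measure of the Gfi1 mRNA is quantitative RT-PCR in independent experiments (Fig. 5A), so its claim does not rest on these arrays alone. It also examined the Gfi1 protein and the histone modifications at the Gfi1 gene locus in SH-2251-treated Th2 cells. Further, it tested whether Gfi1 transduction restored IL-5 production, and measured Gfi1 binding around Il5.

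**Figure D1:**
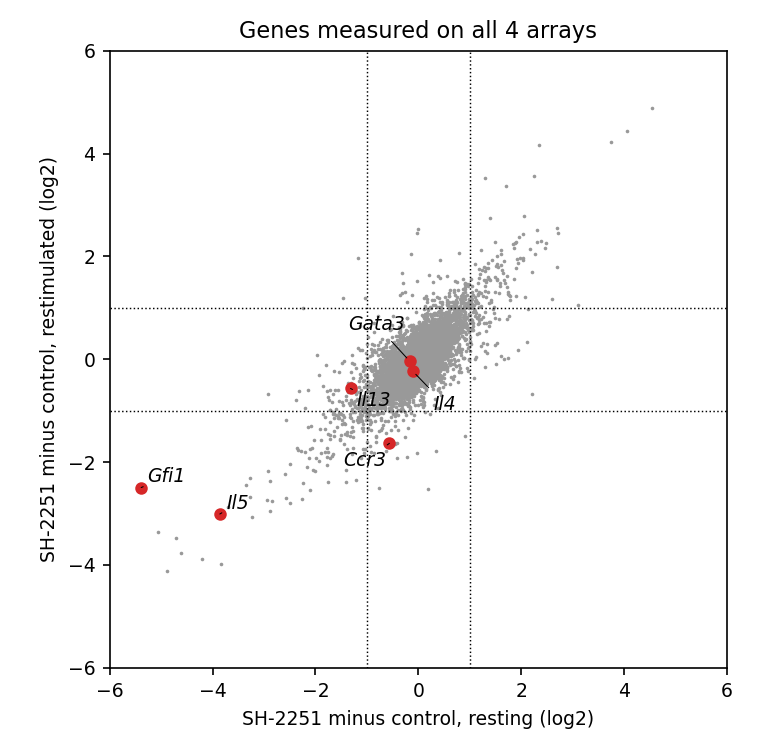
Difference between SH-2251-treated and control Th2 cells (log2) in resting (x axis) and restimulated cells (y axis), with 1 grey point for each of the 11518 genes measured on all 4 arrays, dotted lines at 2-fold and 6 genes marked in red. Gfi1 lies at -5.39 and -2.49, and Il5 at -3.86 and -3.01.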

A reduction in the Gfi1 protein expression was also induced by SH-2251-treatment (**Fig. 5B**). To assess the molecular mechanisms by which SH-2251 inhibits the *Gfi1* expression, the histone modifications present at the *Gfi1* gene locus were determined using ChIP-sequencing with an anti-histone H3K27ac pAb or an H3K4me3 pAb, respectively. As shown in **Fig. 5C** **lower panel**, a striking reduction in the histone H3K27ac level at the *Gfi1* gene locus in the SH-2251-treated Th2 cells was detected. The level of H3K4me3 at the *Gfi1* gene locus was moderately decreased (**Fig. 5C** **upper panel**). A dose-dependent inhibition of the H3K4me3 and H3K27ac levels at the *Gfi1* gene locus induced by SH-2251 was confirmed using a manual ChIP assay (**Fig. 5D**). The level of H3K9ac at the *Gfi1* gene locus was also inhibited by SH-2251 treatment (**Fig. 5D**). As indicated in **Fig. S4 in File S1**, the levels of histone H3K27ac and H3K4me3 at the *Gfi1* gene locus were higher in the Th2 cells than that in the naïve CD4 T cells. The levels of histone H3K27ac and H3K4me3 modifications in the SH-2251-treated Th2 cells were almost comparable to those in the naïve CD4 T cells (**Fig. S4 in File S1**), thus indicating that SH-2251 inhibits the induction of the histone H3K27ac at the *Gfi1* locus during Th2 cell differentiation.

**Figure 5:**
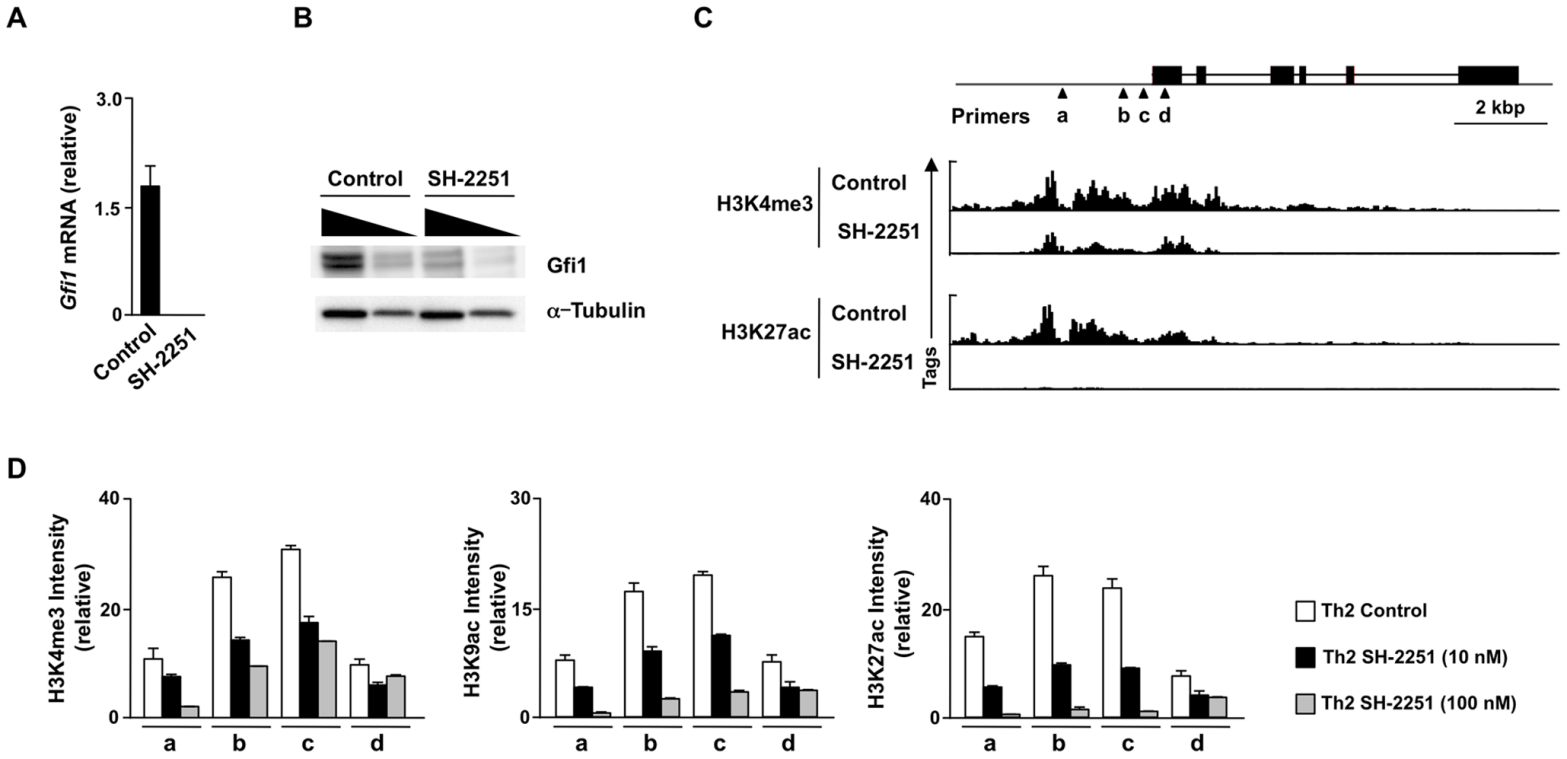
Gfi1 is a downstream target of SH-2251. **(A)**, A decreased *Gfi1* mRNA expression in the SH-2251 treated Th2 cells. The expression of *Gfi1* was determined with quantitative RT-PCR. The relative intensity (/*Hprt*) is shown with the standard deviation. **(B)**, A decreased level of Gfi1 proteins was detected with immunoblotting. The nuclear (Gfi1) and cytoplasmic (α-Tubulin) lysates with a three fold serial dilution were used. **(C)**, The global patterns of the histone H3K4me3 and H3K27ac levels at the *Gfi1* gene locus were determined using ChIP-sequencing. The locations of PCR primer pairs (triangle) used in a manual ChIP assay are also listed. **(D)**, Manual ChIP assays were performed with anti-histone H3K4me3, H3K9ac or H3K27ac pAb. The relative intensity (/Input) is shown with the standard deviation. Four independent experiments (A, B and D) were performed with similar results.

### Transduction of *Gfi1* into SH-2251-treated Th2 cells restores IL-5 production

To elucidate the role of Gfi1 reduction in the SH-2251-mediated inhibition of IL-5-producing Th2 cell differentiation, we transduced *Gfi1* into SH-2251-treated Th2 cells using retrovirus vectors and measured the IL-5 production ability. As shown in **Fig. 6A**, the transduction of *Gfi1* into the SH-2251-treated Th2 cells partially restored the generation of IL-5 producing Th2 cells. The production levels of IL-5 in the SH-2251-treated Th2 cells were completely restored by the transduction of *Gfi1* (**Fig. 6B**). The production of IL-4 and IL-13 in the *Gfi1*-transduced Th2 cells was not altered in comparison to that observed in the *Mock*-transduced SH-2251-treated Th2 cells (**Fig. 6B**). The levels of histone H3K4me3 and H3K27ac around the *Il5* gene locus were also ameliorated in the *Gfi1*-transduced SH-2251-treated Th2 cells (**Fig. 6C**). Histones H3K4me3, H3K9ac and H3K27ac at the *Il4* and *Il13* promoters were not influenced by the transduction of Gfi1 (**Fig. S5 in File S1**). To examine the molecular mechanisms by which Gfi1 controls the histone modification status at the *Il5* gene locus, the binding of Gfi1 around the *Il5* gene locus was determined using a ChIP-sequence analysis with an anti-Gfi1 pAb. Low, but reproducible binding of Gfi1 was detected around the *Il5* gene locus in the Th2 cells (**Fig. 6D**). The binding of Gfi1 around the *Il5* gene locus in the Th2 cells decreased by the treatment with SH-2251 (**Fig. 6E**). These results suggest that SH-2251 inhibits the chromatin remodeling at the *Il5* gene locus and subsequent IL-5-producing Th2 cell differentiation in part by attenuating the Gfi1 expression.

**Figure 6:**
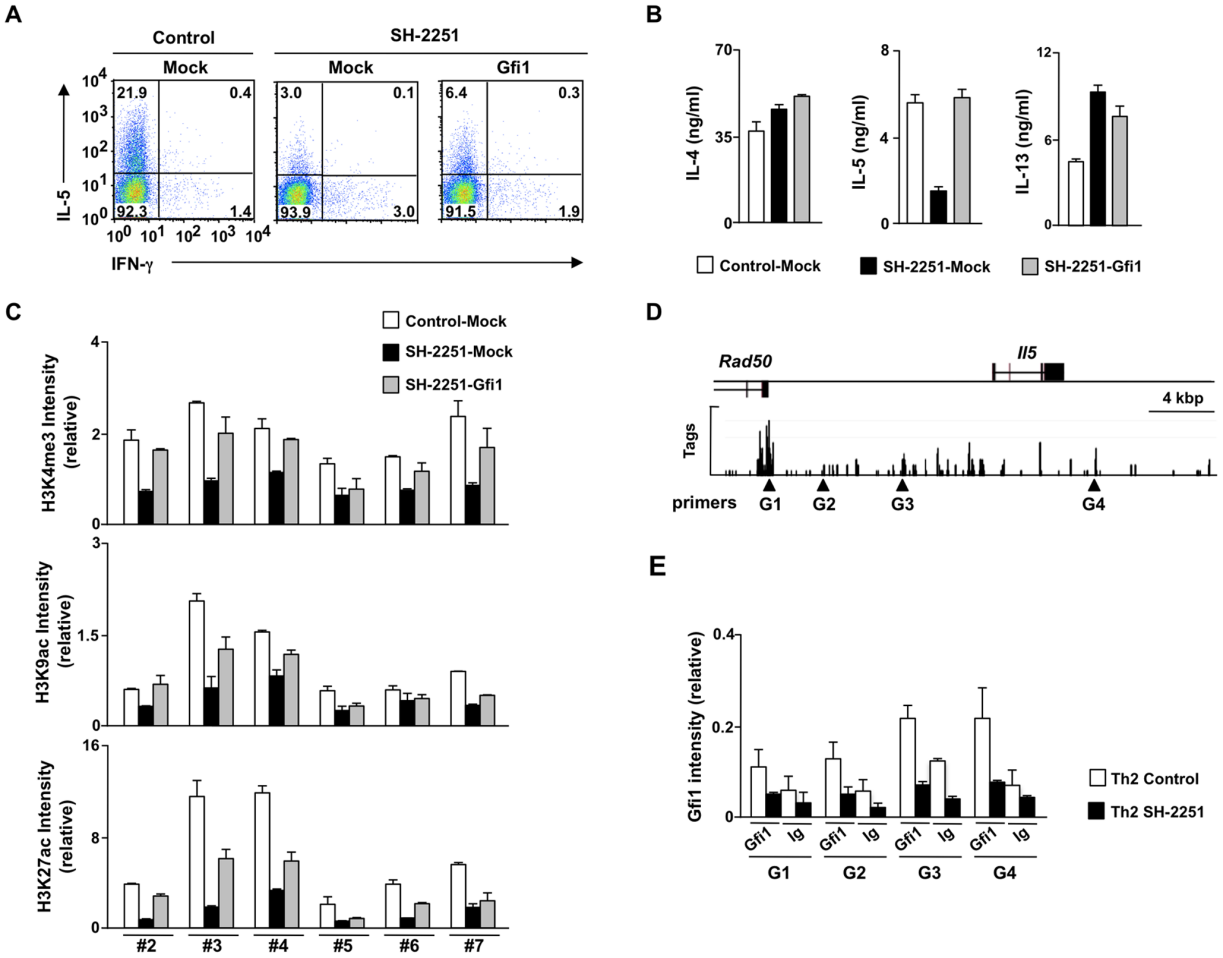
Transduction of *Gfi1* into SH-2251-treated Th2 cells restores the differentiation of IL-5-producing Th2 cells. **(A)**, CD4 T cells were cultured under Th2-conditions in the presence or absence of SH-2251 (100 nM) for two days, then the cells were transduced with Mock- or *Gfi1*-IRES-hNGFR-containing retrovirus vectors. Three days after transduction, the IL-5/IFN-γ staining profiles of the transduced cells (hNGFR-positive cells) were determined with intracellular staining. The percentages of cells in each quadrant are indicated. **(B)**, The cytokine production from SH-2251-treated Th2 cells transduced with *Gfi1* was determined. **(C)**, Histones H3K4me3, H3K9ac and H3K27ac at the *Il5* gene locus in hNGFR-positive *Gfi1*-transduced SH-2251-treated Th2 cells. The relative intensity (/Input) is shown with the standard deviation. Three (A, B and C) independent experiments were performed with similar results. **(D)**, The global pattern of Gfi1 binding around the *Il5* gene locus was determined using ChIP-sequencing with an anti-Gfi1 mAb. The locations of the PCR primer pairs (triangle) used in a manual ChIP assay are also listed. **(E)**, The binding of Gfi1 around the *Il5* gene locus in SH-2251-treated Th2 cells was determined using a manual ChIP assay. The relative intensity (/Input) is shown with the standard deviation. Two independent experiments were performed with similar results.

## Discussion

We herein demonstrated that a thioamide-related small chemical compound, SH-2251, inhibits the differentiation of IL-5-producing Th2 cells by attenuating the Gfi1 expression. Treatment of developing Th2 cells with SH-2251 reduced the generation of IL-5-producing Th2 cells and the expression of Gfi1. SH-2251 also inhibited induction of active histone modifications at the *Il5* gene locus as well as the *Gfi1* locus in developing Th2 cells. We found that Gfi1 binds to several genomic regions around the *Il5* gene locus in Th2 cells, which was reduced by treatment with SH-2251. We previously reported that the induction of histones H3K4me3 and H3K9/14ac at the *Il5* gene locus and subsequent IL-5-producing Th2 cell differentiation are impaired in *Gfi1*-deficient CD4 T cells [25]. In addition, in this study, retrovirus vector-mediated transduction of *Gfi1* into SH-2251-treated developing Th2 cells restored the levels of active histone modifications at the *Il5* gene locus, and subsequent generation of IL-5-producing Th2 cells. Therefore, the *Gfi1*-*Il5* axis is a target for SH2251-mediated inhibition of IL-5-producing Th2 cell differentiation.

Clinical trials of the anti-IL-5 mAb have demonstrated therapeutic benefits across a spectrum of eosinophil-related disorders [34]. Recently, a result of a clinical trial of a humanized anti-IL-5 mAb (Mepolizumab) was reported [35]. Although no changes in airway hyperresponsiveness were noted, reductions in blood/sputum eosinophilia and the number of asthma exacerbations occurring during the year were reported. In addition, reductions in airway wall thickness were also observed. These results indicate that the neutralization of IL-5 might have a positive impact on airway remodeling. We demonstrated the inhibitory effects of SH-2251 on the generation of IL-5-producing Th2 cells and IL-5 production. Furthermore, the oral administration of SH-2251 was found to suppress OVA-induced allergic airway inflammation in a mice model. These data suggest that SH-2251 is a novel therapeutic candidate for diseases involving allergic inflammation, including asthma.

The generation of IL-13-producing cells and IL-13 production were augmented by SH-2251 treatment *in vitro*. The IL-13 production moderately increased in the *Gfi1*-deficient CD4 T cells (M.Y. unpublished observation), suggesting that Gfi1 may inhibit IL-13 production in CD4 T cells. However, our *in vivo* experimental results demonstrated a reduction in IL-13 production induced by the administration of SH-2251. In addition, the production of IL-4 was also moderately decreased *in vivo*. 

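Ccr3 encodes a receptor for eotaxins and was measured by 2 probes on the arrays described above. The brighter probe was well above background on all 4 arrays. In the restimulated cells its log2 signal was -0.91 in the control and -2.54 with SH-2251, a difference of -1.63 (technical SD 0.216), and 32.2% of the control signal was left. In the resting cells, where this probe was dim, the log2 signal was -3.62 in the control and -4.19 with SH-2251. This difference of -0.56 had a technical SD of 0.338. It was above 0 only under normexp, at 0.80, where the fit was distorted on the resting SH-2251 array. Under normexp without spots of uneven background, which was tried after the data had been seen, it was -0.19, and under the other alternatives it lay between -0.56 and -0.26. The second probe was not well above background on any array and gave no fold change.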

A DNA microarray analysis indicated a reduced expression of *Ccr3* mRNA in the SH-2251-treated Th2 cells. Therefore, it is likely that SH-2251 exerts some effects on the expressions of chemokine receptors in Th2 cells and that recruitment of Th2 cells to the inflamed sites is inhibited. In addition, it is possible that SH-2251 also affects the function of antigen-presenting cells. 

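Of the 24 genes in a list of chemokine receptors that was set before the data were examined, 19 were well above background on at least 1 of the resting arrays. Of these, 16 were lower and 3 higher with SH-2251, with a median log2 difference of -0.49. This median lay below those of all 10000 random lists of the same size and similar signal (percentile 0), although it was 0.00 under normexp and -0.32 under normexp without spots of uneven background. In the restimulated cells 10 genes were lower and 8 higher, and the median of -0.047 lay at percentile 52.9.
Receptors at least 2-fold lower in resting cells included Cxcr2, with a difference of -1.71, and Cxcr6, with -1.04. Cxcr2 was -0.98 in the restimulated cells. Cxcr3 was at least 2-fold lower in the restimulated cells only, at -1.04 compared with -0.80 in the resting cells. Cxcr6 was 2.29-fold higher with SH-2251 in the restimulated cells. Ccr10 was not well above background on either control array and was bright on both SH-2251 arrays. Under the main processing it was at least 84.3-fold higher in resting and at least 54.5-fold higher in restimulated cells. Over the alternatives its log2 difference lay between 4.28 and 6.62 in resting and between 3.96 and 7.81 in restimulated cells. Ccr4 differed by -0.066 in resting and 0.19 in restimulated cells, each within its technical SD of 0.204. Ccr8 was higher by 0.85 in resting and by 0.54 in restimulated cells. From the reduced Ccr3 mRNA, the paper proposes that SH-2251 affects chemokine receptors in Th2 cells and thereby the recruitment of these cells.

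**Figure D2:**
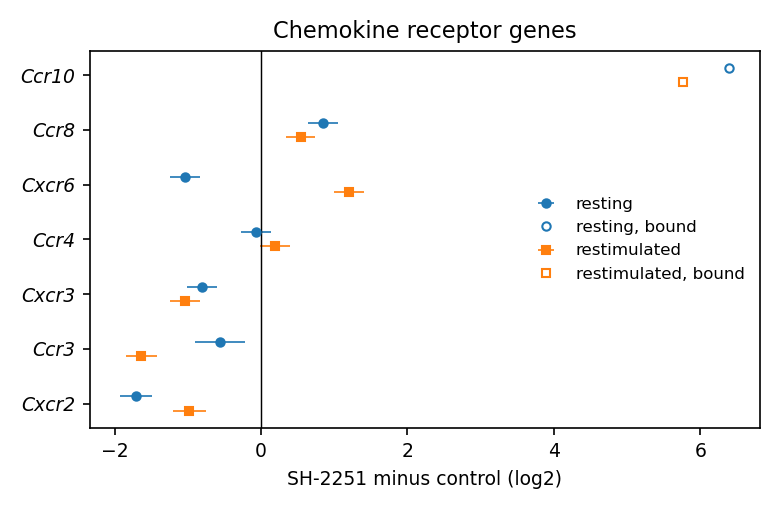
Log2 difference between SH-2251-treated and control Th2 cells for the chemokine receptor genes named in the text, in resting (circles) and restimulated cells (squares). Horizontal bars are 1 technical SD. Open symbols are bounds under the main processing, which places the difference there or farther from 0. Ccr10 lies at bounds of 6.40 and 5.77, and Cxcr6 at -1.04 and 1.20.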

Taken together, although an SH-2251-mediated increase in IL-13 production was detected in the *in vitro* experiments, the administration of SH-2251 provides beneficial effects in the treatment of asthmatic patients.

Lung epithelial cells can produce multiple cytokines, including IL-25 and IL-33, in response to various stressors. The intranasal administration of IL-25 induces asthmatic symptoms [36], and anti-IL-25 antibody treatment suppresses OVA-induced allergic inflammation [37]. It is thought that IL-25 acts on NKT cells and promotes Th2 cytokine production [38]. Recently, the IL-33-mediated production of IL-5 has been reported to play a critical role in lung eosinophil regulation [16], lung inflammation [17] and protease allergen-induced airway inflammation [18]. Gfi1, a downstream target of SH-2251, is broadly expressed in hematopoietic lineage cells, and *Gfi1* knockout animals display many abnormalities, including neutropenia, T cell development defects, hematopoietic stem cell defects and defects in dendritic cell development and functions [20]. It is likely that Gfi1 is also expressed in NKT cells, NH cells, neuocytes and IL-5-producing innate cells. Therefore, it is interesting to examine whether the treatment of SH-2251 can inhibit both the IL-25- and IL-33-induced production from these cell populations.

SH-2251 inhibits the generation of IL-5-producing Th2 cells, in part by repressing Gfi1 induction. Gfi1 is induced by the TCR-mediated activation of the ERK MAPK cascade [25]. In this study, although SH-2251 inhibited the Gfi1 expression, the inhibitory activity for ERK MAPK was very weak (IC_50_>1 µM; M.I. and F.K. personal communication). The activation of the Ras-ERK MAPK cascade also prevents the ubiquitin/proteasome-dependent degradation of Gata3 [39]. The treatment of developing Th2 cells with SH-2251 failed to inhibit the Gata3 protein expression. Therefore, it is unlikely that SH-2251 inhibits IL-5-producing Th2 cell differentiation by suppressing Ras-ERK MAPK cascade activation.

Gfi1 is a DNA binding transcriptional repressor that interacts with a number of histone modification enzymes, including LSD-1/CoRest [22], G9a [23] and HDACs [21]. However, these histone modification enzymes introduce repressive marks on the histones. We previously demonstrated that Gfi1 is required for induction of active histone marks on the *Il5* gene locus [25]. In addition, the transduction of Gfi1 into SH-2251-treated Th2 cells restored active histone modifications (H3K4me3, H3K9ac and H3K27ac) at the *Il5* gene locus. Although precious molecular mechanisms remain to be elucidated, our data indicate the possible role of Gfi1 in the formation of the active chromatin status.

An increased activity of histone acetyltransferases (HATs) and concomitant reductions in histone deacetylase (HDAC) activity have been reported in asthmatic patients [40] [41]. Changes in these histone modification enzymes result in hyperacetylations of histone, opening up the chromatin structure and increasing recruitment of RNA polymerase II [42]. Although the gene locus specific inhibitor for histone acetylation is expected to appear, such molecules have not yet been identified. We demonstrated that SH-2251 selectively inhibits induction of active histone marks, in particular H3K27ac at the *Il5* gene locus and the *Gfi1* gene locus. The transduction of *Gfi1* into SH-2251 treated Th2 cells restores the IL-5 production and active histone modifications at the *Il5* gene locus. These results indicate that SH-2251 belongs to a novel class of inhibitors that modulate histone modification status in a gene locus-specific manner.

In summary, SH-2251 selectively inhibits chromatin remodeling at the *Il5* gene locus and subsequent generation of IL-5-producing Th2 cells via attenuation of the Gfi1 expression. In addition, the oral administration of SH-2251 showed inhibitory effects on OVA-induced airway allergic inflammation. Therefore, SH-2251 is a unique class of therapeutic candidate for allergic inflammation acting through the selective inhibition of IL-5 production.

## Materials and Methods

### SH-2251

SH-2251 (United States Patent No.: US 7632865 B2) was synthesized and provided by Ishihara Sangyo Kaisha, Ltd. The purity of the SH-2251 used in the experiments was 99.1%.

### Mice

C57BL/6 and BALB/c mice were purchased from CLEA Japan. All mice were maintained under specific pathogen-free conditions and were used at 6–10 weeks of age. All experiments using mice received approval from the Kazusa DNA Research Institute Administrative Panel for Animal Care. All animal care was conducted in accordance with the guidelines of the Kazusa DNA Research Institute.

### CD4 T cells differentiation *in vitro*

Naïve CD4 T (CD44^lo^CD62L^hi^) cells were prepared using a CD4^+^CD62L^+^ T cell isolation kit II (Miltenyi Biotec). Naïve CD4 T cells (1.5×10^6^) were stimulated with an immobilized anti-TCR-β mAb (3 µg/ml; H57-597; BioLegend) and an anti-CD28 mAb (1 µg/ml; 37.5; BioLegend) with or without SH-2251 (Ishihara Sangyo Kaisha, Ltd.) under the indicated culture conditions for two days. Next, the cells were transferred onto a new plate and cultured for an additional three days in the presence of cytokines with or without SH-2251. If not mentioned, 100 nM of SH-2251 was used in the experiments. The cytokine conditions for Th2 cell differentiation were as follows: IL-2 (2.5 ng/ml), IL-4 (10 ng/ml; PeproTech) and anti-IFN-*γ* mAb (5 µg/ml; R4-6A2; BioLegend).

### Intracellular staining of cytokines

The *in vitro* differentiated Th cells were stimulated with an immobilized anti-TCR-β mAb (3 µg/ml; H57–597; BioLegend) for six hours in the presence of monensin (1 µM), and intracellular staining was performed as previously described [25]. The following antibodies were used for intracellular staining: anti-IL-4-hycoerythrin (PE) mAb (11B11; BD Bioscience), IFN-γ-FITC mAb (XMG1.2; BD Bioscience), IL-5-allophycocyanin (APC) (TRFK5; eBioscience), and IL-13-PE (eBio13A; eBioscience). A flow cytometric analysis was performed using a FACSCalibur instrument (BD biosciences), and the results were analyzed using the FlowJo software program (Tree Star).

### ELISA

The cells were stimulated with an immobilized anti-TCR-β mAb for 16 hours, and the culture supernatants were recovered. The amount of cytokines in the recovered supernatants was determined with ELISA, as described previously [43].

### Quantitative RT-PCR

Total RNA was isolated using a TRIZOL Reagent (GIBCO). cDNA was synthesized using the Superscript VILO cDNA synthesis kit (Invitrogen). Quantitative RT-PCR was performed as previously described [43], using StepOnePlus Real-Time PCR Systems (Applied Biosystems). The specific primers, and Roche Universal Probes used in the experiments were as follows:

*Hprt*: 5′ TCCTCCTCAGACCGCTTT 3′ (forward), 5′ CCTGTTCATCATCGTAATC 3′ (reverse), probe #95; *Gata3*: 5′ TTATCAAGCCCAAGCGAAG 3′ (forward), TGGTGGTGGTCTGACAGTT 3′ (reverse), probe #108; *Gfi1*: 5′ TCCGAGTTCGAGGACTTTG 3′ (forward), 5′ GAGCGGCACAGTGACTTCT 3′ (reverse), probe #7.

### Microarray analysis

The gene expression profiles of the SH-2251-treated Th2 cells were analyzed using the Agilent Whole Mouse 44K Array. The raw data were subjected to log2 transformation and normalized using the Subio Platform (Subio). 

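The authors' processed values are on a log2 scale and differ from the log2 of the scanner intensities by a single constant on each array. Over 41174 probes of the resting control array, 99.7% lay within 0.01 of that constant, and the shares on the other 3 arrays were 99.6%. The 75th percentile of each array's processed values is 0.00, so the authors' scaling subtracts the same percentile as was used here. With the authors' values in place of the scanner intensities, 368 genes were at least 2-fold lower and 282 at least 2-fold higher with SH-2251 in the resting cells, and 351 were lower and 333 higher in the restimulated cells.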

The gene expression data were deposited in the GSE42131.

### Chromatin Immunoprecipitation (ChIP) assay and ChIP-sequencing

The Magna ChIP kit was used for the ChIP assay according to the manufacturer's protocol (MILLIPORE). The anti-histone H3K4me2 pAb (ab7766; Abcam), anti-histone H3K4me3 pAb (cat#39159; Activemotif), anti-histone H3K27me3 pAb (cat#39155; Activemotif), anti-histone H3K36me3 pAb (ab9050; Abcam), anti-histone H3K9ac pAb (cat#39137; ActiveMotif), anti-histone H3K27ac pAb (cat#39133; ActiveMotif), anti-Gata3 (cat# AF2605; R&D) pAb and anti-Gfi1 (M-19; Santa Cruz) were used for immunoprecipitation. The specific primers at the Th2 cytokine gene locus and the Roche Universal probes used in the experiments were as follows: #1: 5′ ACGCTTCCGGAACTAGGG 3′ (forward), 5′ CGCTCTGGCATCTCGTTC 3′ (reverse), probe #38; #2 (G2): 5′ CAGATGTGATATGCGTACATGTAATTC 3′ (forward), 5′ TGAACTCCTGACCCTGCTTT 3′ (reverse), probe #79; #3: 5′ AGTGTCTGTCCCCCAGATCA 3′ (forward), 5′ GCTGCCTGGAACTTGGTG 3′ (reverse), probe #64; #4: (Il5p), 5′ TCACTTTATCAGGAATTGAGTTTAACA 3′ (forward), 5′ GATCGGCTTTTCTTGAGCA 3′ (reverse), probe #43; #5: 5′ TGCCTCTCTTTGTTTTCCTTG 3′ (forward), 5′ GCAATTCAGTGGTAGAGT

GCTCA 3′ (reverse), probe #81; #6 (G4): 5′ AGTACAAGGGCCAAGTCACG 3′ (forward), 5′ GCCAGAGACTGGGGGTAAGT 3′ (reverse), probe #16; #7: 5′ GCTGGCCTTGAACTTACTACG 3′ (forward), 5′ GTGTGTACCCGTAATCCCA

AC 3′ (reverse), probe #10; G1: 5′ GGAAGTGGGAGTCCTAAGCA 3′ (forward), 5′ CTCCCTGCCCAACTTCTAAA 3′ (reverse), probe #15; G3: 5′ AAGGGGAGAACTGCCTCCTA 3′ (forward), 5′ TCATGCCATGGGATACAGG (reverse), prove #99; Il4p: 5′ TTGGTCTGATTTCACAGGAAAA 3′ (forward), 5′ GGCCAATCAGCACCTCTCT 3′ (reverse), probe #2; V_A_ site in the IL-4 enhancer: 5′ GCCTGTTTCCTCTCAGCATT 3′ (forward), 5′ TGATAAAAGTGACTTGAAGGTT

GG 3′ (reverse), probe #4; IL-4 intronic enhancer: 5′ CCCAAAGGAGGTGCTTTT

ATC 3′ (forward), 5′ AAATCCGAAACTGAGGAGTGC 3′ (reverse), probe #75; Il13p: 5′ CCAGGTTCTGGGTGGTTTATT 3′ (forward), 5′ GAATTACTGGGGCGGAAGTT 3′ (reverse), probe #105; Rad50p: 5′ GGAAGTGGGAGTCCTAAGCA 3′ (forward), 5′ CTCCCTGCCCAACTTCTAAA 3′ (reverse), probe #15. The specific primers at the Gfi1 gene locus and the Roche Universal probes used in the experiments were as follows:

a: 5′ TTTGCAGAAGAGTGAGGTTTGA 3′ (forward), 5′ TGGAGGCGTGGGATTAAC 3′ (reverse), probe #55; b: 5′ GACCAAGGCGTGTGA

CTATACA 3′ (forward), 5′ CACACCCTGTTGTACCCACTT 3′ (reverse), probe #48; c: 5′ GTGCCACACCACTATTCCAG 3′ (forward), 5′ AGTGGCAAAGGACCAAC

ACT 3′ (reverse), probe #2; d: 5′ TGGGGACAGGTTTTACCACT 3′ (forward), 5′ GACAGGTGGCACGAATCC 3′ (reverse), probe #70.

The samples for the ChIP-sequencing were prepared according to the manufacturer's protocol (Illumina), and the ChIP-sequence was performed using Genome Analyzer IIx (Illumina).

### Immunoblot analysis

Cytoplasmic and nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Regents (Thermo Fisher Scientific) as previously described [43]. Anti-Gata3 mAb (HG3-31; Santa Cruz), anti-Gfi1 pAb (M-19; Santa Cruz) and anti-α-Tubulin mAb (DM1A; Lab Vision) were used for the immunoblot analysis.

### Retrovirus-mediated gene transfer

The methods for generating retrovirus supernatant and infection were described previously [25]. Infected cells were detected using staining with anti-human NGFR-PE mAb (ME20.4-1.H4; Miltenyi Biotec) and anti-PE microbeads (#130-048-801; Miltenyi Biotec), and hNGFR-positive infected cells were purified using AutoMACS (Miltenyi Biotec).

### Luciferase assay

The IL-5 promoter activity was determined as previously described [30]. In brief, M12 cells (B cell line) were cotransfected with a firefly luciferase reporter (pGL3-*Il5* promoter), a renila luciferase plasmid (pRL-TK; Promega) and an expression vector (pFlag-CMV2; Sigma) using Gene Pulser MXcell (BIO-RAD). Twenty-four hours after transfection, the cells were maintained in the presence or absence of SH-2251 for one hour, and then stimulated with PMA plus dibuteryl-cAMP for 12 hours. The luciferase activity was measured using a Dual-Luciferase Reporter Assay System (Promega).

### OVA-induced allergic airway inflammation

BALB/c mice were immunized intraperitoneally with 100 µg OVA in 2 mg of aluminum hydroxide gel on day 0. Next, the mice were intranasally challenged with OVA in saline (100 µg/mouse) on days 8 and 10. SH-2251 (10 mg/kg) was orally administered every day from day 0 to day 11. Two days after the last OVA challenge, BAL fluid cells and lung samples were prepared for histological examination as previously described [44]. Lung mononuclear cells were also prepared two days after the last OVA challenge, as previously described [45]. CD4 T cells were purified from lung mononuclear cells using anti-mouse CD4 microbeads (Miltenyi Biotec).

### Statistical analysis

Student's *t*-test was used for the statistical analyses. ANOVA and the Bonferroni-test were used in the *in vivo* experiments.

## Supporting Information

File S1 **The effects of SH-2251 on Th1-, Th9-, and Th17-differentiation.** Naïve CD4 T cells were cultured under Th1- (A), Th9- (B) or Th17- (C) conditions in the presence or absence of SH-2251 (100 nM) for five days. The cells were restimulated with an immobilized anti-TCR-β mAb for six hours, and the intracellular staining profiles were determined using intracellular staining (left). The following antibodies were used for intracellular staining: anti-IL-4-PE mAb (11B11; BD Bioscience), IFN-γ-FITC mAb (XMG1.2; BD Bioscience), anti-IL-9-PE mAb (RM9A4; BioLegend), anti-IL-17A-Alexa647 mAb (TC11-18H10.1; BioLegend) and IL-17F-Alexa488 mAb (9D3.1C8; BioLegend). The percentages of each quadrant are indicated. The cytokine production by the SH-2251-treated Th cells stimulated with an immobilized anti-TCR-β mAb for 16 hours was determined with ELISA. The culture conditions for each Th cell differentiations were as follows. Th1-conditions: IL-2 (2.5 ng/ml), IL-12 (1 ng/ml; PeproTech) and anti-IL-4 mAb (5 µg/ml; 11B11; BioLegend). Th9-conditions: IL-2 (2.5 ng/ml), IL-4 (10 ng/ml), TGF-β (10 ng/ml; PeproTech) and anti-IFN-γ mAb (5 µg/ml). The Th17-conditions were as follows: IL-6 (10 ng/ml; PeproTech), IL-1β (5 ng/ml; PeproTech), TGF-β (1 ng/ml), anti-IL-2 (5 µg/ml; BioLegend), anti-IL-4 mAb (5 µg/ml) and anti-IFN-γ mAb. Three independent experiments were performed with similar results. *P<0.05 and **P<0.01 (Student's *t*-test).
(DOCX) Click here for additional data file.

# Supplementary material for: A Novel Small Compound SH-2251 Suppresses Th2 Cell-Dependent Airway Inflammation through Selective Modulation of Chromatin Status at the Il5 Gene Locus
**Source:** PLoS One. 2013 Apr 16;8(4):e61785. doi: 10.1371/journal.pone.0061785
**Supplement:** File S1 — The effects of SH-2251 on Th1-, Th9-, and Th17-differentiation. Naïve CD4 T cells were cultured under Th1- (A), Th9- (B) or Th17- (C) conditions in the presence or absence of SH-2251 (100 nM) for five days. The cells were restimulated with an immobilized anti-TCR-β mAb for six hours, and the intracellular staining profiles were determined using intracellular staining (left). The following antibodies were used for intracellular staining: anti-IL-4-PE mAb (11B11; BD Bioscience), IFN-γ-FITC mAb (XMG1.2; BD Bioscience), anti-IL-9-PE mAb (RM9A4; BioLegend), anti-IL-17A-Alexa647 mAb (TC11-18H10.1; BioLegend) and IL-17F-Alexa488 mAb (9D3.1C8; BioLegend). The percentages of each quadrant are indicated. The cytokine production by the SH-2251-treated Th cells stimulated with an immobilized anti-TCR-β mAb for 16 hours was determined with ELISA. The culture conditions for each Th cell differentiations were as follows. Th1-conditions: IL-2 (2.5 ng/ml), IL-12 (1 ng/ml; PeproTech) and anti-IL-4 mAb (5 µg/ml; 11B11; BioLegend). Th9-conditions: IL-2 (2.5 ng/ml), IL-4 (10 ng/ml), TGF-β (10 ng/ml; PeproTech) and anti-IFN-γ mAb (5 µg/ml). The Th17-conditions were as follows: IL-6 (10 ng/ml; PeproTech), IL-1β (5 ng/ml; PeproTech), TGF-β (1 ng/ml), anti-IL-2 (5 µg/ml; BioLegend), anti-IL-4 mAb (5 µg/ml) and anti-IFN-γ mAb. Three independent experiments were performed with similar results. *P<0.05 and **P<0.01 (Student's t-test).

**Figure S1**

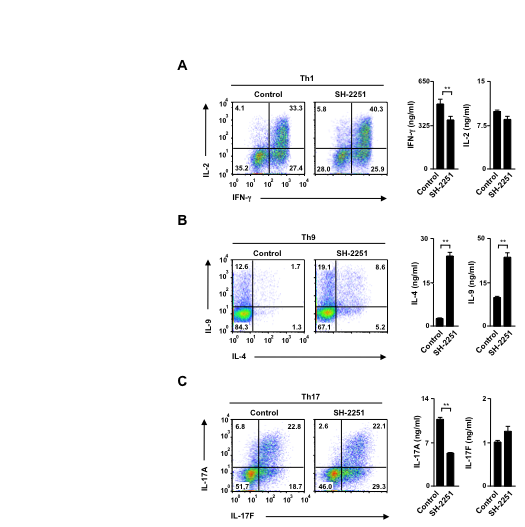

**The effects of SH-2251 on Th1-, Th9-, and Th17-differentiation.** Naïve CD4 T cells were cultured under Th1- (A), Th9- (B) or Th17- (C) conditions in the presence or absence of SH-2251 (100 nM) for five days. The cells were restimulated with an immobilized anti-TCR-β mAb for six hours, and the intracellular staining profiles were determined using intracellular staining (left). The following antibodies were used for intracellular staining: anti-IL-4-PE mAb (11B11; BD Bioscience), IFN-γ-FITC mAb (XMG1.2; BD Bioscience), anti-IL-9-PE mAb (RM9A4; BioLegend), anti-IL-17A-Alexa647 mAb (TC11-18H10.1; BioLegend) and IL-17F-Alexa488 mAb (9D3.1C8; BioLegend). The percentages of each quadrant are indicated. The cytokine production by the SH-2251-treated Th cells stimulated with an immobilized anti-TCR-β mAb for 16 hours was determined with ELISA. The culture conditions for each Th cell differentiations were as follows. Th1-conditions: IL-2 (2.5 ng/ml), IL-12 (1 ng/ml; PeproTech) and anti-IL-4 mAb (5 μg/ml; 11B11; BioLegend). Th9-conditions: IL-2 (2.5 ng/ml), IL-4 (10 ng/ml), TGF-β (10 ng/ml; PeproTech) and anti-IFN-γ mAb (5 μg/ml). The Th17-conditions were as follows: IL-6 (10 ng/ml; PeproTech), IL-1β (5 ng/ml; PeproTech), TGF-β (1 ng/ml), anti-IL-2 (5 μg/ml; BioLegend), anti-IL-4 mAb (5 μg/ml) and anti-IFN-γ mAb. Three independent experiments were performed with similar results. **P<*0.05 and ***P<*0.01 (Student’s *t*-test).

**Figure S2**

**
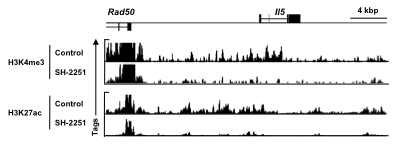
**

**The levels of H3K4me3 and H3K27ac around the *Il5* gene locus in the SH-2251-treated Th2 cells.** The histone H3K4me3 and H3K27ac patterns between the *Rad50* and *Il5* gene loci were determined using the ChIP-sequence, respectively.

**Figure S3**

**
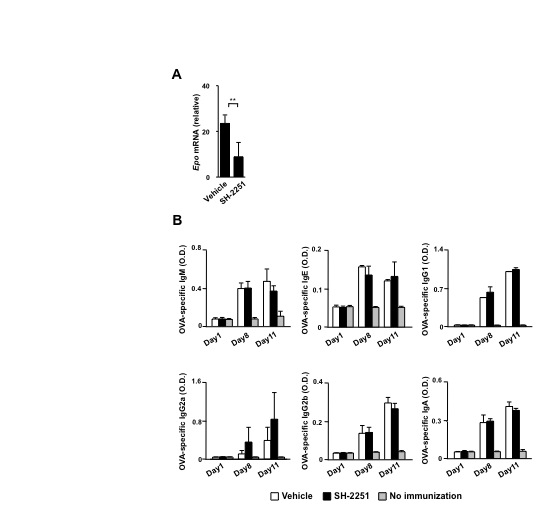
**

**Effects of SH-2251 on OVA-induced airway inflammation.**  **(A)**, The mRNA expression of *eosinophil* *peroxidase* (*Epo*) in the BAL fluid cells obtained from SH-2251-treated mice was determined with quantitative RT-PCR. **(B),** The concentrations of anti-OVA specific immunoglobulins in sera were determined with ELISA. Three independent experiments were performed with similar results. **P<*0.05 and ***P<*0.01 (Student’s *t*-test).

**Figure S4**

**
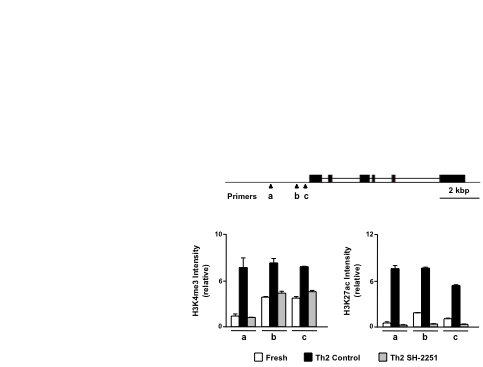
**

**The histone H3K4me3 (left) and H3K27ac (right) status at the *Gfi1* gene locus in naïve CD4 T cells, Th2 cells and SH-2251-treated Th2 cells.** A schematic representation of the *Gfi1* gene locus, and the locations of the primer pairs are also indicated (upper panel).

**Figure S5**

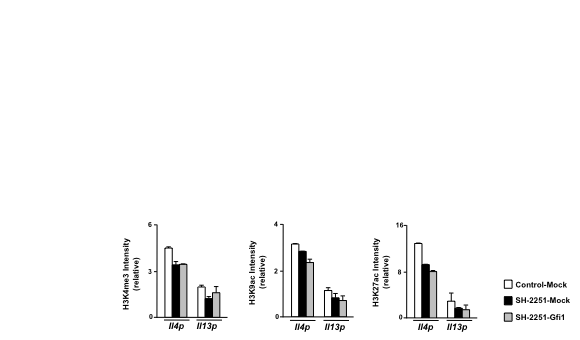

**The levels of histones H3K4me3 and H3K27ac at the *Il4* and *Il13* promoters were not influenced by transduction of *Gfi1*.** The levels of histones H3K4me3, H3K9ac and H3K27ac at the *Il4* and *Il13* gene loci in the hNGFR-positive *Gfi1*-transduced SH-2251-treated Th2 cells. The relative intensity (/Input) is shown with the standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

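Gene expression was measured in Th2 cells cultured with or without SH-2251, resting or restimulated for 4 h, with 1 single-dye Agilent whole mouse genome array for each of the 4 conditions. The samples were assigned to conditions from their labels. The labels and the paper differ on the dose of SH-2251 and on the starting cells, and the paper's dose of 100 nM is used beside its claims.

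The authors deposited 1 scanner file per array, written by Feature Extraction version 10.7.3.1. Its processed intensities had been corrected for background and spatial trend by that software. The authors also deposited a table of log2 values, which they state were normalized with the Subio Platform. Comparison with the scanner intensities showed that these values are the log2 intensities minus the 75th percentile of each array. No spot of the sample probes was saturated. The software's own quality measure for the net signal of negative controls was outside its range on 3 of the 4 arrays, and its other measures were within range.

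From the intensities, log2 values minus each array's 75th percentile were computed. Control spots and spots marked as outliers by the software (between 77 and 106 per array) were left out, and spots of the same probe were averaged. Probes were named through the RefSeq accession in the files and a table of RefSeq genes for assembly GRCm38.p6. Of 41174 probes, 27198 (66.1%) matched, giving 18539 genes, and the remaining probes are not used in counts of genes. The arrays were designed on another assembly (mm9), so no coordinates are given and the table was used only for names and for which genes neighbour each other. Where several probes matched a gene, the one with the highest mean signal was used.

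Differences are SH-2251 minus control within each state, and restimulated minus resting within each treatment. A gene entered a comparison if its probe was well above background on at least 1 of the 2 arrays. Where it was above background on only 1, the dim side was set to the higher of its own signal and the lowest signal well above background on that array, which gives a bound. A bound on the wrong side of 0 was set to 0. As each condition has 1 array, no test, SD or p-value across conditions is given. An additive fit that treats the 2 states as replicates was not run, since it would count a difference between the states as error. The technical SD is the software's error estimate for the spots. On the 4 arrays, the probes spotted 10 times had a median SD between spots of 0.0460 to 0.0548 on the log2 scale.

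Lists of genes are described by the percentile of their median difference among 10000 random lists of the same size matched on mean signal in 10 bins. Before the data were examined, 26 lists were written, and 4 were added after the largest changes had been seen. Lists with fewer than 3 genes above background have no percentile. The genes named are those the paper names, the members of the lists, the 10 largest mean decreases and the 10 largest mean increases among genes measured on all 4 arrays and changed at least 2-fold in the same direction in both states, and the 5 largest bounds in each direction. Not every gene that meets this rule is reported here. Genes named outside this rule are said to have been chosen after their values were seen.

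Other choices of scaling, background correction, filter, probe and fold threshold were set before the data were examined. The normexp correction was planned on mean spot signals, which the files do not hold in the columns used, and was made on median spot signals with an offset of 50. Counting each probe on its own, and repeating normexp without spots of uneven local background, were added after the data had been seen. A change of up to 0.1 in a correlation was taken as no change, a limit set after the main value was known. The procedure was tested on simulated data with 200 changed genes among 11874 for the resting comparison, of which 99.5% were recovered with 8 false calls. For the restimulated comparison, with 11812 genes, 99.5% were recovered with 6 false calls. The smallest planted log2 change was 1.5 in either comparison, so the recovery of changes near 2-fold was not tested.

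Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.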

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

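The tests of retinoic acid receptor, TGF-β and vitamin D receptor target genes were chosen after the changes below had been seen, whereas the tests of spike-in RNA, of the trend with signal and of B cell markers were set before.

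The paper reports on Gfi1 and Ccr3 from the arrays, and does not report on most of the other genes that changed. With SH-2251, 167 genes were at least 2-fold lower in both states and 149 at least 2-fold higher in both states, where 7.24 and 6.20 would be expected if the changes in the 2 states were independent. Random error of labelling or array position is argued against by the spike-in RNA, which is added in the same amount to every sample. The SD of the differences over genes was 8.84 times that over spike-in probes in the resting pair and 19.5 times in the restimulated pair. Only 8 spike-in probes could be used, on 227 spots in the resting and 236 in the restimulated pair. Most gene probes have 1 spot and so more random error, which makes these ratios too large. The SD over genes, 0.460 and 0.455, was still above the median technical SD of 0.204, which covers error within the arrays only. A bias that depends on signal and is shared by both pairs is argued against by the correlation between states, which was 0.770 after the trend with mean signal had been removed. Differences between the cultures that do not come from SH-2251 remain open, because each condition is 1 culture and the spike-in RNA does not pass through it. A different share of other cells remains open too. The median of B cell markers lay at percentile 84.8 of random lists in resting and at percentile 99.95 in restimulated cells. The members did not move alike: 4 were lower and 4 higher in resting cells, and 2 lower and 6 higher in restimulated cells. In resting cells Ms4a1 was higher by 0.74, while H2-Ab1 was -0.51 and Cd79a -0.29. In restimulated cells Ms4a1 was higher by 1.21, Cd74 by 1.19 and H2-Aa by 0.63, while H2-Ab1 differed by -0.064 and Cd79a by -0.15. This counts against a change in B cells alone, but B cells and other cells that share some of these markers were not separated. For NK and CD8 T cell markers the percentiles were 68.7 and 97.0, with 2 lower and 3 higher in either state. The log2 signal of Cd8a was -3.53 in control and -2.07 with SH-2251 in resting cells, and -2.82 and -1.85 in restimulated cells. Red cell markers lay at percentile 99.8 in restimulated cells, with 1 lower and 2 higher. Myeloid cell markers lay at percentiles 29.8 and 78.8. An effect of SH-2251 on many genes is a hypothesis.

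Among genes measured on all 4 arrays, Hic1 had the largest mean decrease, -4.88 in resting and -4.11 in restimulated cells, and Itgae the largest mean increase, 4.54 and 4.89. Muc13 was well above background on both control arrays and on neither SH-2251 array, with bounds of -4.55 and -5.86, and Ccr10 appeared, with bounds of 6.40 and 5.77. Other large decreases were those of Tgfb3, Il1rl1, Tgm2, Plac8, Pparg, Itga4 and Ccdc33, and other large increases those of Wls, Slpi, Ifi211, Ifi204, 4930550L24Rik, Rassf4, Fmnl2, Dio2 and Qser1. The probes of Fmnl2 disagreed: the one used gave 1.71 in resting and 3.37 in restimulated cells, and a second one, also well above background on all 4 arrays, gave 0.20 and -0.095. Hrc, Oasl1, Stab1 and Tmem273 had the next largest bounds below 0, and Gcnt1, Trpm6, Cubn and Map2 above 0. Ifi211 and Ifi204 belong to a family of similar genes whose probes could share targets.

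Hic1, Tgm2, Itga4, Itgae and Ccr10 might move together because of reduced retinoic acid receptor signalling. The median of other target genes of these receptors lay at percentile 49.1 in resting and at percentile 35.4 in restimulated cells. The genes went both ways, which decides nothing. In either state 3 were at least 2-fold lower and 1 at least 2-fold higher, among 10 above background in resting and 11 in restimulated cells. A median does not show a change in a few members. Raised TGF-β signalling was the other candidate explanation. The median of other TGF-β target genes lay at percentile 10.2 in resting and at percentile 71.7 in restimulated cells. Raised vitamin D receptor activity as an explanation of Ccr10 alone was left open. Its target genes went rather against it, but only 4 were above background. In resting cells all 4 were lower, with a median of -0.45 at percentile 4.35, and in restimulated cells 3 were lower and 1 higher, with a median of -0.68 at percentile 1.08. No biological explanation of these genes is favoured by the tests.

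SH-2251 moved 9 genes at least 2-fold in opposite directions in resting and restimulated cells, among them Cxcr6, with -1.04 and 1.20. This difference between the states was not tested. Among genes measured on all 4 arrays and changed at least 2-fold in either state, 94.9% moved in the same direction in both, and no explanation of the 9 genes was tested.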

How the results depend on the processing

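Median centring, the authors' processed values, inclusion of outlier spots and quantile normalization left every count of genes within 1.5 times its value and moved the difference of no named gene by more than its technical SD. Quantile normalization moved the median of the chemokine receptors in resting cells to -0.39. Requiring both arrays of a pair to be well above background also left each of these counts within 1.5 times, by its construction with fewer genes. The mean of all probes moved 18 differences of named genes and left 101 the same. It moved Ccr3 in restimulated cells to -1.18, because it includes the dim probe. Over all alternatives Qser1 in restimulated cells lay between 1.05 and 2.83, and Il1rl1 in resting cells between -4.61 and -1.99. Gfi1 was between -5.40 and -4.32 in resting and between -2.49 and -2.40 in restimulated cells over all alternatives.

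Under normexp, genes at least 2-fold lower and higher with SH-2251 were 162 and 694 in resting cells, 161 and 149 in restimulated cells, and 74 and 75 in both states, so that 81.1% of the changed genes in resting cells were higher, compared with 43.4% before. The correlation between states was 0.451. Genes lower after restimulation were 443 in control and 1512 in SH-2251-treated cells. In resting cells Gfi1 was -4.32, Ccr3 0.80, Ccr9 0.87 and Ptgdr2 0.40, and the medians were 0.00 for chemokine receptors, 0.18 for Th17 genes and 0.25 for AhR target genes. Ccr3 in restimulated cells was -1.10. The fit on the resting SH-2251 array accounts for the excess of higher genes, the lower correlation and the changed signs in resting cells. On it 4 spots lay below their local background, the lowest at -4526.5 intensity units, and the fitted mean background was -151.7, compared with 7.36 to 8.23 on the other arrays. Without spots of uneven background, a choice made after seeing this, the fitted mean was 7.42 and the correlation 0.781. The counts were then 189 lower and 122 higher in resting, 159 and 149 in restimulated cells and 89 and 75 in both states. Genes lower after restimulation were 443 in control and 443 in SH-2251-treated cells, Gfi1 in resting cells was -4.80 and the chemokine receptor median there -0.32. Ccr3 was -0.19 in resting cells, within its technical SD, and -1.10 in restimulated cells. The offset of 50 draws dim probes together, which lowers such counts by construction.

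With neither filter nor bound, 798 genes were lower and 623 higher with SH-2251 in resting cells, 950 and 678 in restimulated cells, and 294 and 229 in both states. The correlation was 0.419, 1421 genes were lower after restimulation of SH-2251-treated cells, and the chemokine receptor median in resting cells was -0.40. These added genes include those below background on both arrays.

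A threshold of 1.5-fold gave 945 lower and 773 higher genes in resting cells, 902 and 871 in restimulated cells, and 461 and 450 in both states. After restimulation 2366 were lower and 1914 higher in control cells, and 2385 and 1871 in SH-2251-treated cells. At 3-fold the counts were 142 and 101, 144 and 102, and 62 and 53, and after restimulation 194 and 379 in control and 145 and 396 in SH-2251-treated cells. Counting every probe, an alternative added after the data had been seen, gave 601 and 520 in resting cells, 616 and 597 in restimulated cells and 236 higher in both states. After restimulation it gave 1509 and 1907 in control and 1467 and 1886 in SH-2251-treated cells, from more probes than genes.

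Signal over background limits the dim genes: the technical SD of Ccr3 in resting cells, 0.338, was above that of Gfi1, 0.210.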

Differences from the paper's values

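The paper states that SH-2251 raised the generation of IL-13-producing cells and IL-13 production in cultured Th2 cells, measured as protein. On the arrays, the Il13 mRNA was lower with SH-2251, by a log2 difference of -1.32 (technical SD 0.222) in resting and -0.57 (technical SD 0.204) in restimulated cells. Over the alternatives it lay between -1.32 and -0.26 in resting and between -0.60 and -0.49 in restimulated cells. The value of -0.26 came from normexp, whose fit was distorted on the resting SH-2251 array, and without spots of uneven background, a choice made after seeing this, Il13 was -0.90. The measures and the cultures are not the same, and no array was repeated.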

Other observations

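The tests of PPAR-γ target genes, of neighbouring genes, of overall signal before scaling and of the lowest mast cell marker were chosen after the values they explain had been seen, and the tests of ERK and STAT5 were set before.

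For Gata3, whose mRNA the paper measured by quantitative RT-PCR in other samples (Fig. 4A), the log2 difference on the arrays was -0.17 in resting and -0.033 in restimulated cells, each within its technical SD of 0.204. Over the alternatives Gata3 lay between -0.48 and -0.017 in resting and between -0.033 and 0.053 in restimulated cells. The resting value was thus within the technical SD under some settings only. Il4 differed by -0.10 in resting cells, and by -0.23 in restimulated cells. Hprt, the gene the paper's RT-PCR is relative to, differed by -0.15 and -0.070. Over the alternatives Hprt lay between -0.42 and -0.010 in resting cells. Normexp, with its distorted fit on the resting SH-2251 array, also lowered the median of a list of reference genes there. That median was -0.29, compared with -0.048 in the main processing and -0.077 without spots of uneven background. A shift of this kind is not specific to Gata3 or Hprt. Ifng was lower, by -0.46 in resting and -1.64 in restimulated cells. Stat5a was -0.27 in resting and 0.48 in restimulated cells. Il9 was below background on the resting arrays and on the restimulated control array. With SH-2251 it was at least 3.96-fold higher in restimulated cells under the main processing. Over the alternatives its log2 difference there lay between 0.64 and 2.31. Il25 was below background on all 4 arrays. The paper uses Epo for eosinophil peroxidase, whereas the RefSeq symbol Epo stands for erythropoietin. No value is therefore given for eosinophil peroxidase.

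Restimulation changed more genes than SH-2251 did. In control cells 937 genes were at least 2-fold lower and 918 higher after restimulation, and in SH-2251-treated cells 881 were lower and 894 higher. Il5 rose 35.8-fold in control and 64.5-fold in SH-2251-treated cells, so its induction was present with SH-2251 although its signal stayed lower.

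Lower overall RNA signal on the SH-2251 array is argued against as the source of the lower Gfi1. Before scaling, the median log2 difference over the genes measured on both arrays was 0.080 in the resting and 0.16 in the restimulated comparison, while Gfi1 differed by -5.26 and -2.27. The test set before the data were examined used scaled values, whose median the scaling itself holds near 0, and was dropped.

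For the lower Ccr3, RNA from mast cells or basophils in the control was weighed as a source. In restimulated cells it is argued against. Of 7 markers with a probe, 5 were not well above background on either restimulated array, among them the protease genes Mcpt8 and Mcpt4. The others, Cpa3 and Hdc, differed by -0.15 (technical SD 0.223) and 0.18 (technical SD 0.219), whereas Ccr3 differed by -1.63. In resting cells this source stays open. There Hdc, at -1.09, fell by more than Ccr3, at -0.56 with a technical SD of 0.338, and Cpa3 differed by -0.014.

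The paper argues against the ERK MAPK cascade as the route of the SH-2251 effect, from a weak inhibitory activity for ERK and from Gata3 protein. A list of ERK pathway target genes written before the data were examined had a median log2 difference of -0.70 in resting cells, below all 10000 random lists (percentile 0), with 14 genes lower and 2 higher. In restimulated cells the median was -0.31, at percentile 0.260, with 12 lower and 4 higher. Reduced ERK signalling may therefore be part of the difference on these arrays, as a hypothesis. The sample labels give higher doses of SH-2251 than the paper's usual dose, and which was used is not known. If the labels are right, the arrays do not test the paper's argument at its usual dose. Fos was -1.23, Egr2 -1.19 and Phlda1 -1.23 in resting cells. Dusp4 was higher by 1.01 and Egr1 by 0.37 in resting cells, and Dusp6 differed by -0.17. Under normexp the resting median was 0.00, at percentile 54.3, and without spots of uneven background it was -0.44. These genes also respond to other signals, which were not tested. STAT5 target genes did not move as a set. Their median lay at percentile 89.9 in resting and at percentile 30.1 in restimulated cells, and the members went both ways, so reduced STAT5 signalling stays open.

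Of the 26 lists set before the data were examined, 23 could be given a percentile in both states. In both states 4 lists lay under the 2.5th percentile. Besides the ERK list these were the interferon-stimulated genes, with medians of -1.02 and -1.05, the Th1 genes, with -0.46 and -0.60, and the cholesterol synthesis genes, with -0.43 and -0.51 and all 18 genes lower in either state (17 in restimulated cells under median centring, and 17 in either state under quantile normalization). NRF2 target genes lay above the opposite limit in both states, with medians of 0.29 and 0.68. Under normexp, with its distorted fit on the resting SH-2251 array, the interferon-stimulated and the cholesterol synthesis genes passed in both states, with resting medians of -0.082 and -0.60. The ERK list did not pass, nor did the Th1 genes, whose resting median was -0.10 at percentile 23.6, nor the NRF2 target genes, at percentile 96.1 in resting cells. Glycolysis and hypoxia genes and NF-κB target genes passed instead, the latter above the opposite limit. Without spots of uneven background, the refit chosen after the data had been seen, the same 5 lists passed as before, with resting medians of -0.58 for the interferon-stimulated genes, -0.36 for the Th1 genes and 0.33 for the NRF2 target genes. With neither filter nor bound the ERK list lay just outside the limit in restimulated cells, at percentile 2.55. Some lists went with 1 state only. All 14 ATF4 stress response genes above background were higher in resting cells (median 0.59), or 10 of them under normexp (median 0.35), while the median was -0.090 in restimulated cells. Cell cycle genes had a median of 0.0022 in resting cells (-0.26 under normexp) and -0.40 in restimulated cells. The difference between states was not tested, and with 26 lists in 2 states some percentiles are extreme by chance.

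Pparg was lower by -3.83 in resting and -3.99 in restimulated cells. Reduced PPAR-γ activity is a candidate explanation for changes among its target genes, whose median of -0.73 lay at percentile 0.0200 in resting cells, and whose median of -0.85 in restimulated cells lay below all random lists (percentile 0). Plin2 was -1.76 and -2.39, and Angptl4 -1.31 and -1.14. Fabp4 went the other way, at least 5.41-fold higher in resting cells. Scd1 is also controlled with the cholesterol synthesis genes, so the lists are not independent.

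Neighbouring genes moved together to some degree. Over 6962 pairs of adjacent genes of GRCm38.p6, without pairs whose symbols begin alike, the SH-2251 effect had a Pearson's r of 0.173, above the range of 1000 shuffled orders (-0.0368 to 0.0349). The restimulation effect had an r of 0.101, and the difference between the correlations was not tested. Changes spread over chromosomal neighbourhoods may be one reason. Base composition, which neighbours share and which can affect labelling, was not analysed here, and overlapping transcripts were not separated. The following neighbours were chosen after their values were seen. In the order Septin8, Kif3a, Il4, Il13, Rad50, Il5 and Irf1, the differences in resting cells were -0.11, -0.59, -0.10, -1.32, -0.77, -3.86 and -0.22. In restimulated cells they were 0.11, -0.55, -0.23, -0.57, -0.93, -3.01 and 0.43, so Il4 differed less than the genes on either side of it. Farther on, Pdlim4 was higher by 1.64 and 1.68. Single neighbours did not all follow. Next to Gfi1, Evi5 was lower by a bound of -1.03 in resting cells and by -1.16 in restimulated cells, and Rpap2 on the other side differed by -0.054 and -0.34. Next to Ccr10, Plekhh3 was higher by 3.11 and 1.06, and Cntnap1 on the other side differed by 0.28 and 0.020. Next to Itgae, Ncbp3 differed by -0.084 and 0.22, and Haspin by -0.018 and -0.15.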
